A study of Homo sapiens with 6 samples. Its data were reported in "CyCoNP lncRNA establishes cis and trans RNA–RNA interactions to supervise neuron physiology" (2024).

How the data were processed

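RNA was measured in SK-N-BE cells, a human neuroblastoma line that acquires neuronal traits when treated with retinoic acid. Per the labels, cells were kept in differentiation medium with 10 μM retinoic acid for 1.5 days and were transfected with small interfering RNAs (siRNAs), either a scrambled control (si-SCR) or a pool against the long noncoding RNA CyCoNP (si-CyCoNP), with 3 libraries in each group. Groups and replicate numbers were taken from the sample titles, and all 6 libraries were used.

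Total RNA libraries were prepared by the authors with a stranded protocol after ribosomal RNA depletion and were sequenced as paired-end reads on an Illumina NovaSeq instrument. Adapters and low-quality bases were removed with Trimmomatic and Cutadapt, ribosomal reads were discarded after a Bowtie2 alignment, and the remaining reads were aligned with STAR to the GRCh38 genome. The deposited count table held raw counts made by the authors with the gene counting option of STAR, in which each uniquely mapping fragment is assigned to 1 annotated Ensembl gene and fragments that map to several places are dropped. Genes with near-identical copies are therefore undercounted, and values of multicopy genes, of paralogs and of genes that share exons on the same strand are less certain. The deposited FPKM table was also made by the authors and gives fragments scaled by the length of the gene and by the total count of the library, with no correction for library composition. For all 22586 genes with a count in at least 2 libraries, counts and FPKM gave the same gene length in every library, so that both tables hold the same measurement. Both tables listed 60676 genes by identifier, and 60357 identifiers matched a gene symbol.

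Whether the counting used strand was tested on the data. Of 251 genes that lie wholly inside exons of a gene on the opposite strand, 35.9% had a count, against 4.83% of 435 genes wholly inside exons of a gene on the same strand (Fisher's exact test, two-sided, p = 7.76e-26), so antisense neighbours were counted separately. The total count per library ranged from 3762009 to 4799407, and is far below the number of sequenced reads that the study states. What separates reads from counts was not analysed here, so the totals describe the count table and not the sequencing. A gene with a group of libraries at or under 3 counts was treated as lying at the floor. Counts are not corrected for PCR duplicates, so counting error understates the full measurement error, which is taken here from the replicates.

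The test, the samples, the expression filter, the thresholds, the gene lists and the alternatives were fixed before the data were examined, with 1 alternative added later as stated below. Genes with a mean FPKM of at least 1 in either group were kept, as in the study, which left 13966 genes. Counts were normalised with the TMM method and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with p-values adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called higher or lower in si-CyCoNP at an adjusted p under 0.05 together with a log2 fold change above 1 or below -1. The methods of the study name DESeq2 with the same filter and thresholds, and DESeq2 1.42.0 was run here as an alternative. A supplementary legend of the study names a likelihood ratio test of edgeR for the same libraries, which was not run here. Standard errors of log2 fold changes are those of the edgeR fit. All error values beside means are standard deviations over 3 libraries.

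The genes named were set by rule. They were LINC02381, which is the gene of CyCoNP, the members of 3 lists (genes the study followed by RT-qPCR or named after its own test, transcripts tested in its CyCoNP pull-down, and the HOXC cluster), the reference genes GAPDH and ATP5PO, and the 5 called genes with the smallest p-value in each direction whose groups did not overlap. The values of 1 list member are not reported here, and it enters only the list summaries. Together with pan-neuronal, cell cycle and interferon response genes written from general knowledge this gave 6 lists. Each list was tested as a set with fry of limma 3.58.1 on log2 CPM (counts scaled to the library total, prior count 2), adjusted over the 6 lists, and also with camera, using a preset correlation of 0.01 between genes or a correlation estimated from the data. Small nuclear RNA genes, genes of the interval between SAMD4B and PSMC4 and sequence words were singled out only after values had been seen.

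The alternatives were DESeq2, DESeq2 size factors, upper quartile scaling or library totals alone in the edgeR fit, the default filter of edgeR or none, the replicate number as a block, leaving out each library in turn, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), no minimum fold change, and a test against a log2 fold change of 1 (glmTreat). An offset for GC content and transcript length in each library was added after the data had been seen. All 10 splits of the 6 libraries into 3 and 3 were also fitted.

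Gene positions, exons and sequences were taken from GENCODE release 44 on GRCh38. For 3'UTR words, the log2 fold changes of 10422 protein-coding genes were regressed on the presence of each of 16194 words of 7 bases in the longest annotated 3'UTR, allowing for 3'UTR length, GC content and expression (Python 3.11.15, numpy 2.4.6). The same fit was made with 8-base, 7-base and 6-base matches to single words, in 3'UTRs and in coding sequence, where the covariates were sequence length and GC content. The sequences of the siRNAs transfected in the study were not used here.

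The steps were tested on simulated data. In simulated counts for 13966 genes, 200 genes were changed by known folds. Of these 200 genes, 84.5% passed the adjusted p threshold in the right direction, with no minimum fold change required. Among the unchanged genes, 1 was called under the full rule, which adds the minimum fold change. These values therefore rest on different rules, and false positives by adjusted p alone are not given here. In the word fits on 10422 genes, 10 of 10 simulated words ranked first, and 9 of 9 simulated shifts of match classes were recovered within 3 standard errors.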

Results

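The study asked which transcripts depend on CyCoNP, a long noncoding RNA of neural progenitors, in differentiating neuronal cells. RNA sequencing was performed in SK-N-BE neuroblastoma cells after 1.5 days of differentiation with 10 μM retinoic acid, with 3 libraries from cells treated with a scrambled siRNA (si-SCR) and 3 from cells treated with a pool of siRNAs against the second exon of CyCoNP (si-CyCoNP). The si-SCR libraries held 4294778, 3762009 and 4782950 counted fragments and the si-CyCoNP libraries 4799407, 4249504 and 4146034, a difference smaller than the spread between replicates (exact permutation test, two-sided, p = 0.9). These totals are those of the count table, and the study states far more sequenced reads per sample. Between 19519 and 20520 genes had at least 1 count in a library. The tested genes held more than 99.1% of the counts in each library. The signal recognition particle RNA RN7SL1 took 4.83% ± 0.256 (SD, n = 3) of the counts in si-SCR and 3.91% ± 0.115 (SD, n = 3) in si-CyCoNP, and the 20 most abundant genes took 16.2% ± 1.10 and 14.3% ± 0.117 (SD, n = 3). Both differences separated the groups, with an exact permutation p of 0.1, two-sided, the smallest that 3 libraries against 3 can give.

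The targeted transcript was examined first. CyCoNP is transcribed from LINC02381 (ENSG00000250742), which lies on the plus strand of chromosome 12 from 54126019 to 54147485 (GRCh38) and overlaps SMUG1 on the opposite strand. In the annotation its main transcript has exon 1 from 54126098 to 54126612 (515 bases) and exon 2 from 54131990 to 54132843 (854 bases, 49.1% GC). LINC02381 had 274, 208 and 315 counts in the si-SCR libraries and 20, 30 and 12 counts in the si-CyCoNP libraries. Its level was 14.4 ± 1.31 FPKM in si-SCR and 1.10 ± 0.498 FPKM in si-CyCoNP (SD, n = 3), so that 7.27% of its library-normalised count remained. The log2 fold change was -3.78 with a standard error of 0.190, a 13.7-fold decrease (edgeR quasi-likelihood test, adjusted p = 6.84e-14). Among the alternatives the estimate moved most on the log2(FPKM + 1) scale, which compresses low values, where it was -2.90. In the deposited FPKM table all 3 si-CyCoNP libraries lay below all 3 si-SCR libraries.

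**Figure D1:**
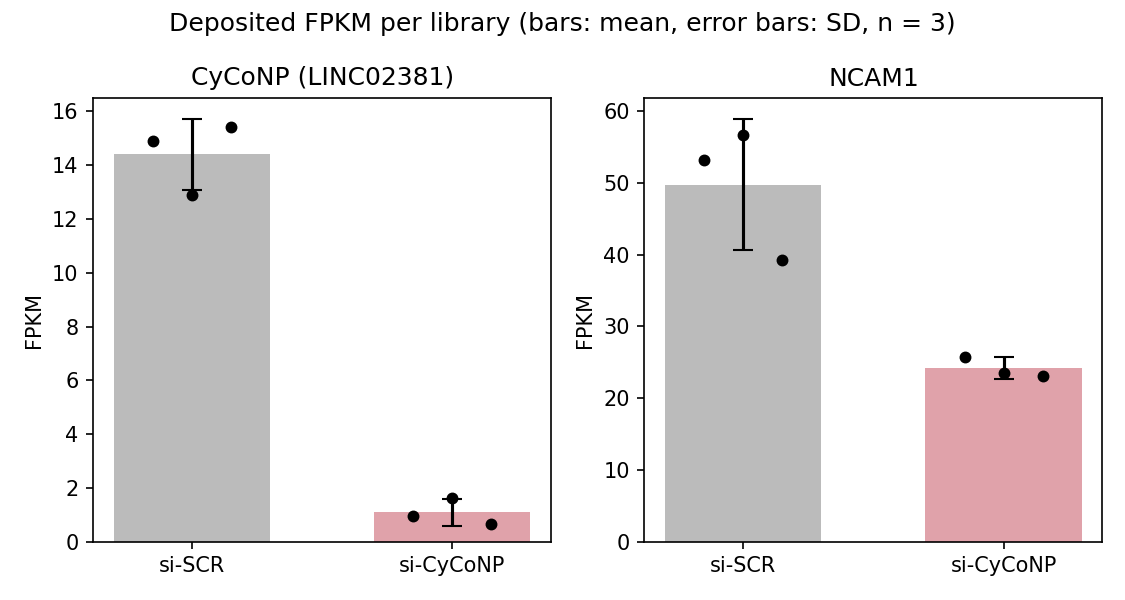
FPKM (vertical axis) of CyCoNP (left) and NCAM1 (right) in the si-SCR and si-CyCoNP libraries. Points are single libraries, bars are means and error bars are SD (n = 3). CyCoNP averaged 14.4 FPKM in si-SCR and 1.10 in si-CyCoNP, and NCAM1 49.7 and 24.2.

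The libraries were then compared as wholes. Replicates within a group correlated with Pearson's r between 0.984 and 0.987 across genes on the log2 CPM scale (counts scaled to the library total), and each pair of replicates differed by more than counting noise (chi-square per degree of freedom from 2.56 to 5.69), so that no library was a copy of another. The first principal component carried 51.4% of the variance and separated the groups. The si-SCR libraries lay at -34.8, -35.5 and -20.9 on it and the si-CyCoNP libraries at 29.2, 29.8 and 32.2, and si-SCR replicate 3 was thus the library nearest to the other group. The labels named no sequencing or library batch, so no comparison within batches could be made.

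**Figure D2:**
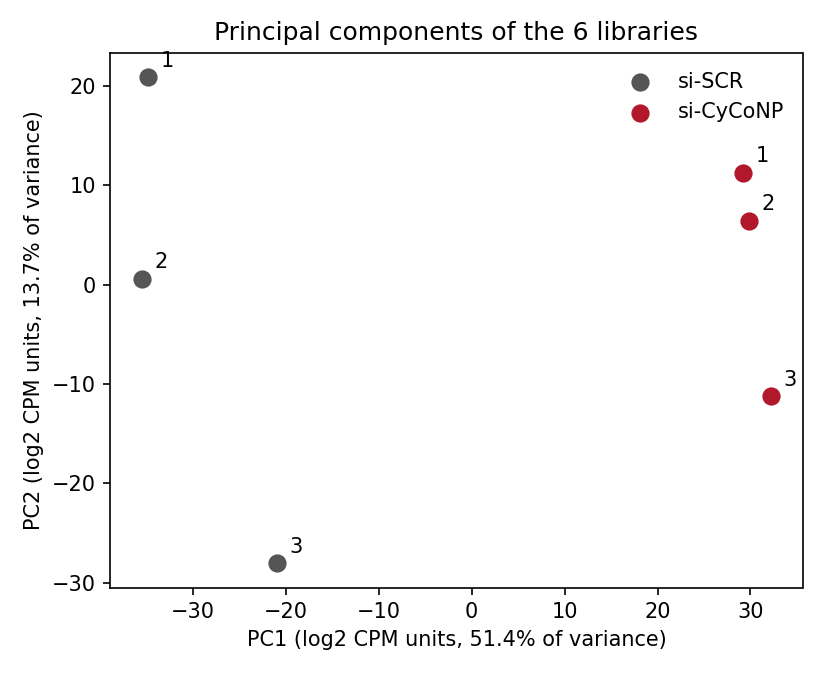
The first principal component (horizontal axis, 51.4% of the variance) and the second (vertical axis, 13.7%) of log2 CPM over the genes tested, with 1 point per library and its replicate number. The groups separate on the horizontal axis, where si-SCR replicate 3 lies at -20.9.

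The question of how many genes change upon CyCoNP depletion was addressed over 13966 genes. Of these, 735 were called, 319 higher and 416 lower in si-CyCoNP (edgeR quasi-likelihood test, adjusted p under 0.05 and a log2 fold change beyond 1 in either direction), so that 56.6% of the calls were lower. The median log2 fold change was 1.29 among the genes higher and -1.34 among the genes lower. The counts moved most in number with no minimum fold change, where 1982 genes were higher and 1990 lower. Testing the fold change itself against the threshold (glmTreat) gave 45 genes higher and 88 lower, all of them among those called above. The split between the directions depended on scaling. With library totals alone, 394 genes were higher and 350 lower, so that 47.0% were lower, with a shift of the median of all genes by 0.0724 on the log2 scale. DESeq2, named in the methods of the study, called 271 genes higher and 386 lower. Of the 735 called genes, 724 had groups that did not overlap, and so had 5609 of all genes tested (40.2%), where chance gives 10%. The biological coefficient of variation was 8.57%. In 35 of the called genes, 23 higher and 12 lower, 1 group lay at or under the floor of 3 counts in every library, so that their fitted fold changes depend on the model and are not measured sizes. No tested list member was among them.

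By gene class, 235 protein-coding genes were higher and 378 lower, while 54 long noncoding RNA genes were higher and 29 lower. The excess of protein-coding genes lower was kept with library totals alone (287 higher, 318 lower), as was the excess of long noncoding RNA genes higher (71 and 24). The latter excess kept its direction but was smaller with DESeq2 (27 higher, 17 lower) and without si-CyCoNP replicate 1 (35 higher, 23 lower). Small nuclear RNA (snRNA) genes were called 11 times, all higher, whereas 15 were higher and 3 lower on the log2(FPKM + 1) scale and 15 higher and 2 lower on the log2(FPKM + 0.1) scale. Without si-SCR replicate 2, 7 were called higher. This class consists of near-identical copies, and these 11 genes, singled out after their values were seen, had between 10 and 226 counts each over the 6 libraries together.

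**Figure D3:**
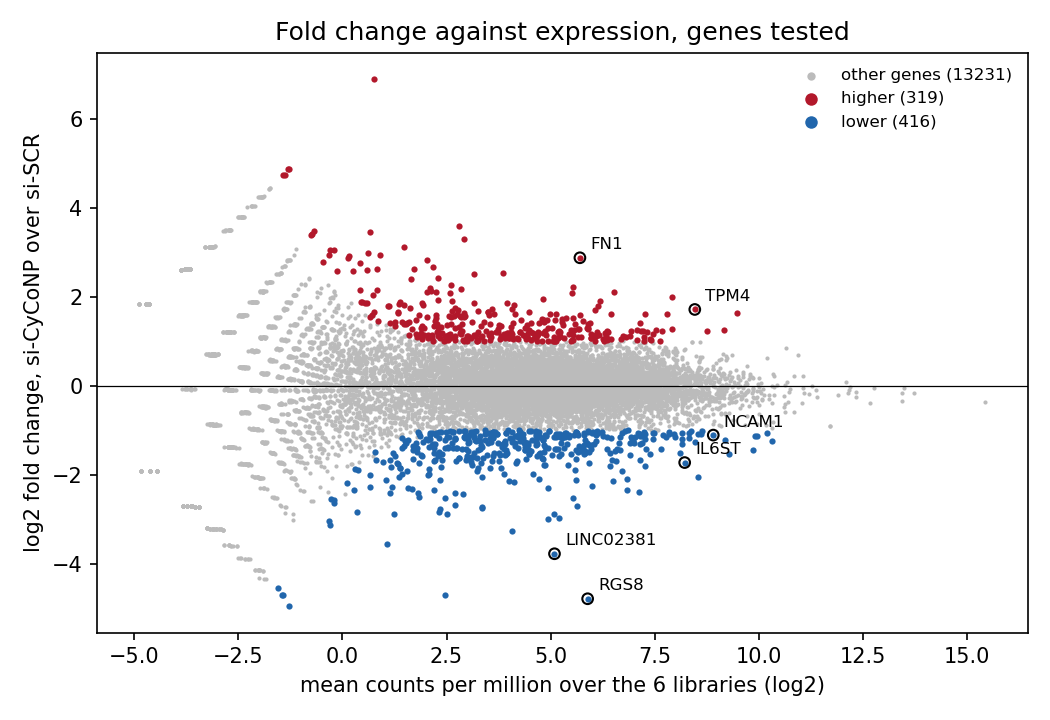
Log2 fold change of si-CyCoNP over si-SCR (vertical axis) against mean CPM over the 6 libraries on a log2 scale (horizontal axis) for the 13966 genes tested. Red points are the 319 genes called higher, blue points the 416 called lower and grey points the others, and 6 genes named in the text are circled.

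The genes with the smallest p-values had groups that lay far apart. RGS8, on chromosome 1 from 182641816 to 182684587, fell from 16.6 ± 1.58 to 0.622 ± 0.0513 FPKM (SD, n = 3), with a log2 fold change of -4.79 and a standard error of 0.159 (edgeR, adjusted p = 9.29e-18). IL6ST, on chromosome 5 from 55935095 to 55995022, fell from 43.8 ± 2.31 to 13.9 ± 0.129 FPKM, with a log2 fold change of -1.73 (edgeR, adjusted p = 3.10e-14). LINC02381 itself, MBNL3 with -1.81 and FBXO8 with -1.92 completed the 5 lowest. TPM4, on chromosome 19 from 16067021 to 16103002, rose from 12.9 ± 0.639 to 44.3 ± 1.74 FPKM, with a log2 fold change of 1.72 and a standard error of 0.081 (edgeR, adjusted p = 3.10e-14). FN1, on chromosome 2 from 215360440 to 215436073, rose from 0.697 ± 0.108 to 5.41 ± 0.949 FPKM, with a log2 fold change of 2.88 (edgeR, adjusted p = 1.28e-13). The long noncoding RNA gene FAM30A rose by 2.01, MAP1A by 1.64 and UNKL by 2.11 on the log2 scale, and all 10 genes had adjusted p-values of 9.50e-13 or below. FAM30A shares its position with another gene on the same strand, so its count is less certain. The longest annotated 3'UTRs of IL6ST and MBNL3 held 8-base matches and that of FBXO8 a 7-base match to a word of CyCoNP exon 2 (CACAAAT or CACTAAT), and so did that of FN1, which was higher, with 7 bases. RGS8 and MAP1A held no match longer than 6 bases. Those of TPM4 and UNKL held matches of 8 and 7 bases to the word TCGGAGA. The reference gene GAPDH had a log2 fold change of -0.02 with a standard error of 0.072, which turned positive (0.05) with library totals alone, and ATP5PO one of -0.26 with a standard error of 0.183. Neither passed the threshold (edgeR, adjusted p = 0.868 and 0.328). The ATP5PO value depended on single libraries, and was -0.03 without si-CyCoNP replicate 3 and -0.42 without si-CyCoNP replicate 2.

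The genes that the study followed were a list of 10, which included NCAM1, SLC18A3, RPH3A, CHRM1, ELMO1, CTSV, ARHGEF28, SERPINF1 and PHOX2A. All 10 were called lower. All 10 passed an adjusted p of 0.05 over all genes tested and all 10 when adjusted over the list alone, but since the study chose the list on these libraries this is not independent evidence. The median log2 fold change was -1.82, and the set as a whole was lower (fry, adjusted p = 0.000685). Across the alternatives the adjusted p of this set ranged from 3.45e-09 to 0.123, the highest with camera and an estimated correlation between genes. The call held under fry and under camera with the preset correlation. NCAM1 (ENSG00000149294), which encodes a neural cell adhesion molecule and lies on chromosome 11 from 112961275 to 113278436, fell from 49.7 ± 9.14 to 24.2 ± 1.47 FPKM (SD, n = 3). Its log2 fold change was -1.11 with a standard error of 0.104 (edgeR, adjusted p = 5.31e-09), and 46.3% of its library-normalised count remained. Its log2 fold change fell just short of the threshold without si-SCR replicate 2 (-0.999) and on the log2(FPKM + 1) scale (-0.994), where it was not called, and neither was CTSV on the latter scale (-0.89). Of the si-SCR libraries, replicate 3 had the lowest NCAM1 level, which still exceeded every si-CyCoNP library. SLC18A3, on chromosome 10 from 49610310 to 49612720 inside the CHAT gene on the same strand, had a log2 fold change of -2.69, RPH3A on chromosome 12 one of -2.35 and CHRM1 on chromosome 11 one of -3.27. The other members named here ranged from -2.25 for ARHGEF28 to -1.13 for PHOX2A. SERPINF1 had the least precise estimate, -2.12 with a standard error of 0.586 at 3.40 ± 1.53 against 0.751 ± 0.154 CPM (SD, n = 3), and its adjusted p was 0.00615 in edgeR. SERPINF1 did not reach the expression filter without si-SCR replicate 1 or the default filter of edgeR, so that 9 of the 10 genes were tested there, with medians of -1.47 and -1.53. SERPINF1 and ELMO1 did not pass on either log2 FPKM scale (limma), with adjusted p-values from 0.000377 to 0.135 over the 14 alternatives that tested SERPINF1 and from 4.41e-06 to 0.0751 over all 16 for ELMO1. In the longest annotated 3'UTR, 5 of the 10 genes held a match of at least 7 bases to CACAAAT or CACTAAT (NCAM1, CHRM1, ELMO1 and CTSV 7 bases, RPH3A 8 bases), compared with 35.7% of the genes that were not called lower.

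The transcripts tested in the CyCoNP pull-down moved in both directions. NCAM1 was lower, as given above, whereas SAMD4B had a log2 fold change of 1.04 with a standard error of 0.091 (edgeR, adjusted p = 1.46e-09; 0.97 and not called without si-SCR replicate 1, and 0.999 with the offset for GC content and length), and PSMC4 one of 0.76 with a standard error of 0.084 (edgeR, adjusted p = 7.25e-08). IGF2, which overlaps INS-IGF2 on the same strand, rose by 0.69 (edgeR, adjusted p = 5.98e-06). CENPF rose by 0.31 (edgeR, adjusted p = 0.0435), which did not pass in DESeq2, with the default filter of edgeR, on both log2 FPKM scales and without any 1 of 4 libraries (si-SCR replicate 1 or 2, si-CyCoNP replicate 2 or 3), with adjusted p-values from 3.92e-10 to 0.354 over the alternatives. Its counts were 1152, 978 and 2048 in si-SCR and 1859, 1761 and 1837 in si-CyCoNP. Without si-SCR replicate 3 its log2 fold change was 0.56, and without si-SCR replicate 2 it was 0.20. UBE2V2 had a log2 fold change of -0.18 that did not pass the threshold (edgeR, adjusted p = 0.187). Of the 6 transcripts, 5 passed over all genes and 5 when adjusted over the list alone, with 4 higher and 2 lower and a median of 0.50, which stayed positive under every alternative. The set test gave an adjusted p of 0.00916 with fry, but the call was lost with camera under either correlation (adjusted p from 0.00595 to 0.661 over the alternatives). It was also lost without si-CyCoNP replicate 3, where the median was 0.48 and the adjusted p 0.0512.

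LINC02381 lies beside the HOXC genes, whose 9 protein-coding members span positions 53938831 to 54056030 on chromosome 12. HOXC11, HOXC12 and HOXC13 did not reach the expression filter. Among the 6 tested members, which overlap other annotated genes on the same strand (for HOXC10 a gene without a symbol, for the others also a further HOXC gene) so that their counts are less certain, HOXC9 was lower (log2 fold change -0.74, standard error 0.190, edgeR, adjusted p = 0.00393). It was the single member past an adjusted p of 0.05, over all genes and when adjusted over the list alone, and it did not pass on either log2 FPKM scale (adjusted p from 0.000229 to 0.0673 over the alternatives). HOXC4, HOXC5, HOXC6 and HOXC10 were lower by less than the threshold could separate, although HOXC10 turned to 0.03 on the log2(FPKM + 1) scale, and HOXC8 was at 0.04 and turned negative when any 1 of 4 libraries was left out. HOXC4 passed the threshold without si-SCR replicate 2 (log2 fold change -0.38, edgeR, adjusted p = 0.048, the lowest of a range that reached 0.419 over the alternatives). The median was -0.19, below 0 under every alternative, and a shift of the set in a common direction was not distinguishable (fry, adjusted p = 0.348). Without si-SCR replicate 3 the median was -0.11.

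General neuronal genes were examined to ask whether the neuronal program as a whole moved. Of 30 genes, 29 were tested, 21 lower and 8 higher, with log2 fold changes from -1.24 to 1.91 and a median of -0.10 that was -0.03 with library totals alone and below 0 under every alternative. Over all genes 17 passed an adjusted p of 0.05, and 18 did when adjusted over the list alone. A shift of the list in a common direction was not distinguishable (fry, adjusted p = 0.348), although single members changed both ways. With the replicate number as a block the list passed as lower (fry, adjusted p = 0.00418). The median depended on single libraries, and was -0.21 without si-SCR replicate 3 and -0.16 without si-CyCoNP replicate 2. The 25 cell cycle genes had a median of 0.09, above 0 under every alternative (fry, adjusted p = 0.497), with 2 past the threshold over all genes and 2 when adjusted over the list alone. This median was 0.19 without si-SCR replicate 3, 0.03 without si-SCR replicate 2 and 0.03 without si-CyCoNP replicate 3. Interferon response genes, which can report a reaction to transfected double-stranded RNA, were mostly too low to test. Of 30 symbols, of which 29 matched an identifier, 7 genes passed the filter, and 6 of them were lower in si-CyCoNP, with a median of -0.48, below 0 under every alternative. Over all genes 3 passed an adjusted p of 0.05, and 5 when adjusted over the list alone. The set was lower with fry (adjusted p = 0.00367) and with camera at the preset correlation (0.0116), but not with an estimated correlation (0.123, the highest value over the alternatives, of which the lowest was 0.00184).

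**Figure D4:**
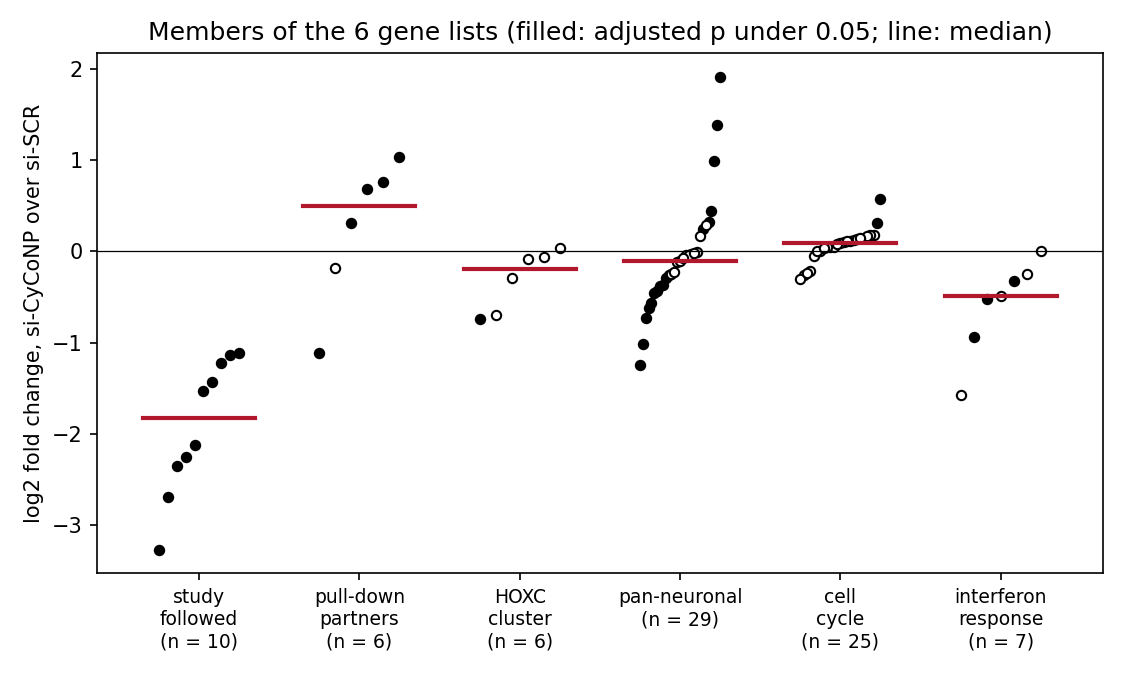
Log2 fold change of si-CyCoNP over si-SCR (vertical axis) for the tested members of the 6 gene lists (horizontal axis), with 1 point per gene, filled at an adjusted p under 0.05, and a red line at the median. All 10 genes followed by the study lie below 0, with a median of -1.82, and the pan-neuronal genes spread from -1.24 to 1.91.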

Values the study reported

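The study reported 671 differentially expressed genes upon CyCoNP depletion in SK-N-BE cells, of which 402 were downregulated and 269 upregulated. Among 373 downregulated mRNAs, 77 (20%) were predicted targets of miR-4492. NCAM1 mRNA and protein were reported to decrease by 50%. In SK-N-BE cells, the study gave 15 FPKM for CyCoNP and 50 FPKM for NCAM1.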

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

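The counts of splits in this part were decided on after the result was seen. The alternatives were chosen beforehand, except the offset for GC content and transcript length, which was chosen after seeing the data.

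The decrease of CyCoNP kept its direction and its side of the threshold under all 16 alternatives, from -4.16 to -2.90 on the log2 scale. The fits that each left out 1 library gave -4.16 to -3.55. Across these fits, 295 to 400 genes were called higher and 359 to 507 lower, and the largest counts, 400 and 507, came without si-SCR replicate 3, where 280 and 384 genes were shared with the calls from all libraries. The numbers of genes called stayed within 1.5 times under the other normalisations and filters. DESeq2 called 271 higher and 386 lower, and it gave an adjusted p for 12070 genes. The offset for GC content and length called 333 higher and 395 lower. The counts moved further on the log2(FPKM + 1) scale, to 207 higher and 180 lower (166 and 164 shared), where the compression of low values shortens fold changes. With no minimum fold change, 1982 genes were higher and 1990 lower. With the threshold inside the test (glmTreat), 45 were higher and 88 lower, so that the fold changes of most called genes were not distinguishable from a doubling or a halving. Of the calls, 56.6% were lower with TMM, 47.0% with library totals alone, 46.5% on the log2(FPKM + 1) scale and 47.5% on the log2(FPKM + 0.1) scale. The last 3 make no correction for library composition, and the median of all genes lay at 0.0724, 0.0623 and 0.0745 in them.

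With camera and an estimated correlation, 3 sets were no longer past the threshold: genes the study followed (median -1.82, adjusted p = 0.123, range 3.45e-09 to 0.123), pull-down transcripts (0.50, adjusted p = 0.661, range 0.00595 to 0.661) and interferon response genes (-0.48, adjusted p = 0.123, range 0.00184 to 0.123). With the preset correlation the pull-down set was also lost (0.50, adjusted p = 0.261). Camera compares a set with all other genes, whereas fry does not. The p-values of both are for a shift in a common direction, so a set whose genes move both ways can be missed. Leaving out 1 library gave medians from -2.02 to -1.47 for the genes the study followed, from 0.41 to 0.65 for the pull-down set, from -0.27 to -0.11 for the HOXC genes, from -0.21 to -0.07 for pan-neuronal genes, from 0.03 to 0.19 for cell cycle genes and from -0.49 to -0.35 for interferon response genes. The number of genes behind a median changed in a few settings. Without si-SCR replicate 1 (-1.47) and with the default filter of edgeR (-1.53), 9 of the 10 genes the study followed were tested, without SERPINF1. Of the interferon response genes, 7 were tested in most settings, 8 without si-SCR replicate 2 or si-CyCoNP replicate 2, 8 with the default filter of edgeR (-0.29) and 23 with no filter (-0.34), where 8 HOXC genes (-0.09) and 30 pan-neuronal genes were tested. The pull-down set lost its call without si-CyCoNP replicate 3 (0.48, adjusted p = 0.0512). Without si-SCR replicate 3, the HOXC, pan-neuronal and cell cycle medians were -0.11, -0.21 and 0.19. Without si-CyCoNP replicate 2 the pan-neuronal median was -0.16, and the cell cycle median was 0.03 without si-SCR replicate 2 and 0.03 without si-CyCoNP replicate 3. The causes were not tested.

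The replicate numbers were not treated as pairing. Deviations of libraries with the same number correlated by 0.091, 0.073 and 0.108, which are not all above 0.1. All of these were positive, so pairing is not excluded. Those of libraries with different numbers correlated by -0.067 to -0.023. Deviations were taken from the group means, so these negative values largely follow from the positive ones and are not separate evidence. With the replicate block, 4771 genes passed an adjusted p of 0.05 at any fold change, against 3972 without it. Of the genes called, 330 were higher and 422 lower. The pan-neuronal set passed the threshold (fry, median -0.10, adjusted p = 0.00418, range 0.00418 to 0.822).

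Of 510 values of single named genes under the alternatives, 483 kept their direction and their side of an adjusted p of 0.05, 14 no longer passed it in the same direction, 1 newly passed it and 12 changed direction. All 12 belonged to genes with small changes. GAPDH was at 0.048 with library totals alone, 0.025 without si-SCR replicate 2 and 0.049 on both log2 FPKM scales. HOXC10 was at 0.00 with library totals alone, 0.135 without si-SCR replicate 3, 0.030 on the log2(FPKM + 1) scale and 0.035 on the log2(FPKM + 0.1) scale. HOXC8 was at -0.076, -0.033, -0.007 and -0.015 without si-SCR replicate 1, si-SCR replicate 2, si-CyCoNP replicate 1 and si-CyCoNP replicate 3. Over the fits without 1 library, HOXC8 ranged from -0.076 to 0.245, HOXC10 from -0.223 to 0.135 and GAPDH from -0.058 to 0.025. The 14 were CENPF (8 settings) and ELMO1, SERPINF1 and HOXC9 on both log2 FPKM scales, and the 1 was HOXC4 without si-SCR replicate 2. Other called genes still passed the adjusted p but fell short of the minimum fold change: NCAM1 without si-SCR replicate 2 (-0.999) and on the log2(FPKM + 1) scale (-0.994), CTSV on that scale (-0.89), and SAMD4B without si-SCR replicate 1 (0.97) and with the offset for GC content and length (0.999). The causes were not tested.

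All 10 splits of the 6 libraries into 3 and 3 were fitted, so that a share under 0.1 cannot be reached. Only 1 split, the real one, gave as large a statistic for CyCoNP, as many genes higher, as many genes lower, as large a median for the genes the study followed, for the pull-down set and for interferon response genes. The 9 other splits called 0 genes, with 103 to 462 genes at an unadjusted p under 0.05 against 5228 in the real split. Each of these 9 splits mixes both treatments, so the treatment difference widens the spread within its groups. Their lack of calls therefore does not measure how many calls chance gives. For the HOXC, pan-neuronal and cell cycle sets, 4, 3 and 6 of the 10 splits gave as large a median. With at most 4799407 fragments per library in the count table, which is far below the sequenced reads that were stated, genes near the floor of 3 counts have fold changes that these counts cannot fix.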

Other observations

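Several tests in this part were chosen only after the result was seen. These were the tests on snRNA genes, on si-SCR replicate 3, on other words of the same bases and on the scrambled duplex. The tests on the share of the genes lower that seed matches account for and on the place of the words in CyCoNP were chosen likewise. So were the offset for GC content and transcript length and the test of the interval between SAMD4B and PSMC4.

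Genes whose 3'UTR holds certain short words of CyCoNP itself lay lower in si-CyCoNP. Over 10422 protein-coding genes, 16194 words of 7 bases were ranked by their shift divided by its standard error (t). The fit allowed for 3'UTR length, GC content and expression. By this ranking the lowest word was CACAAAT. The 1664 genes holding it were shifted by -0.12 ± 0.015 (SE, log2). CACTAAT was the third lowest by t, with a shift of -0.12 ± 0.018 over 1021 genes. Both words lie in exon 2 of CyCoNP, on chromosome 12 at 54132757 to 54132763 and at 54132700 to 54132706 (GRCh38). Of the 20 lowest words, 7 are in exon 2. The mean was 1.1 in 999 other exons of like length and GC content, none of which held as many. Most of the 7 words overlap in sequence (TCACAAA, CACAAAT, ACAAATA and CAAATAA, or CACTAAT and ACTAATA). They therefore do not stand for 7 separate matches. A guide strand that pairs with CyCoNP can also pair through its bases 2 to 8 with other transcripts holding the same word, so siRNA seed matches in 3'UTRs are a candidate explanation for part of the genes lower.

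Several values bear on this explanation. Base composition of the words is argued against, since the 104 and 209 other words made of the same bases had median shifts of -0.007 and -0.001 (SD over words 0.019 for each), with the lowest at -0.064 and -0.049. The shift grew with the length of the match, as pairing with a small RNA seed would give. It was -0.02 ± 0.016, -0.10 ± 0.015 and -0.25 ± 0.025 (SE; -0.247 for 562 genes) with 6, 7 and 8 bases of CACAAAT in the 3'UTR. In coding sequence, 8-base matches shifted genes by -0.10 ± 0.035. For CACTAAT, 8-base matches gave -0.23 ± 0.034 in 3'UTRs and -0.14 ± 0.053 in coding sequence. The words lie 87 and 144 bases from the end of exon 2. The study removed this stretch to make a CyCoNP without siRNA sites. CACAAAT was the lowest word by t under all 16 alternatives, with shifts from -0.13 to -0.10. Its genes lay higher in each si-SCR library (0.07, 0.06 and 0.06) and lower in each si-CyCoNP library (-0.06, -0.06 and -0.06).

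Of 375 called genes lower with a 3'UTR, 176 (46.9%) held a match of at least 7 bases to either word, against 35.7% of other genes, an excess of 8.47 percentage points after length, GC content and expression. An excess stands for a larger share of the genes lower where many other genes hold the word. The largest share for a word of exon 2 was 8.96% with 7 bases (CAAATAA, held by 23.7% of other genes) and 29.2% with 6 bases (AATAAA, which is also the polyadenylation signal, held by 84.4%). For 4 siRNAs these would allow up to 35.8% and 117% of the genes lower, and the other strand of each siRNA and matches in coding sequence are not covered. Seed matches as the main direct cause of the genes lower and an effect of CyCoNP depletion therefore cannot be told apart. The sequences of the siRNAs were not used here, and for 4 siRNAs the limit with 6-base words excludes nothing. A role of CyCoNP in binding an endogenous small RNA with the same seed would give the same words and was not tested. For NCAM1, which holds a 7-base match to CACAAAT, an effect through CyCoNP and a direct effect of a siRNA may both contribute, and these libraries do not separate them. The study also reported experiments outside these libraries. NCAM1, SLC18A3, ELMO1 and CTSV were lower in stem cell-derived motor neurons whose CyCoNP transcription was blocked by genome editing, without siRNAs. In SK-N-BE cells, a CyCoNP without the siRNA sites partly restored NCAM1 mRNA. Those data were not analysed here.

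The highest word by t was TCGGAGA, with a shift of 0.20 ± 0.034 (SE) over 241 genes. It was in the 3'UTR of 20 of 235 protein-coding genes called higher (8.51%) against 2.17% of other genes. It ranked 1 or 2 from the highest under all 16 alternatives, with shifts from 0.18 to 0.22. A gene set lowered by a small RNA in si-SCR would lie higher in si-CyCoNP. The shift grew from 0.09 with 6 bases to 0.18 with 7 and 0.26 with 8 (0.259), but 8-base matches in coding sequence shifted genes as much (0.31 ± 0.031), which pairing in 3'UTRs alone would not give. The word is also the match to bases 2 to 8 of the sense strand of a scrambled duplex in common use (UUCUCCGAACGUGUCACGU, from general knowledge), for which its rank among all words is 1. The word for the other strand, TGTCACG, ranked 202 from the highest, at 0.07 ± 0.029. The study lists its control siRNAs as commercial products, without sequences, and whether the duplex is one of them was not tested. A control effect and a CyCoNP effect cannot be told apart for these genes, which include TPM4 and UNKL, because no library without a siRNA was analysed here.

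The study reported that CyCoNP binds miR-4492, from recovery of the microRNA in its CyCoNP pull-down and from luciferase reporters. It also reported that blocking miR-4492 slightly raised a subset of predicted targets, among them NCAM1. The word fits here test a narrower question, a shift of all genes with a seed match. The 7-base match to bases 2 to 8 of this microRNA (CCAGCCC) occurs at 2 sites in CyCoNP and in the 3'UTRs of 2628 genes. These genes were shifted by -0.02 ± 0.014 (SE; -0.016), and the word ranked 6 from the lowest among 42 words of the same bases. The match was in 28.3% of the genes lower and in 25.1% of other genes, an excess of 2.90 percentage points. The shift lies in the direction that release of miR-4492 predicts and within about its own error, so miR-4492 seed matches in 3'UTRs as a source of genes lower cannot be told apart from no effect. Sites that prediction programs choose by other features were not analysed here.

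GC content or transcript length as the source of the calls is argued against. Across 10511 protein-coding genes, which are not independent replicates, log2 fold changes had a Spearman correlation of 0.05 with GC content and 0.008 with length. With the trend taken out in each library, 695 of 735 calls (94.6%) were shared, and 732 calls (99.6%) had a value for both properties.

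Of 235 snRNA genes tested, 11 were called higher and 0 lower, with 1 lower at an adjusted p under 0.05 and any fold. On the log2(FPKM + 1) scale 15 were higher and 3 lower, and on the log2(FPKM + 0.1) scale 15 and 2, so the lack of genes lower holds for the count fits and not for these scales. Without si-SCR replicate 2, 7 were higher and 0 lower. Most of the 11 were variant U1 genes, among them RNVU1-15 (1.43, from 4.60 to 12.6 CPM) and RNVU1-34 (2.66). Only 1 of the 10 splits, the real one, called as many, but the other splits mix both treatments and called 0 genes of any class. Over all 235 genes the median was 0.28, with 124 higher. By level, the median was 0.21 for 205 genes with a mean under 1 CPM (2 called), 0.84 for 25 genes from 1 to 10 CPM (9 called) and -0.03 for 5 genes of at least 10 CPM (0 called). If all short RNAs had been recovered better in the si-CyCoNP libraries, the abundant snRNAs would have risen as the called genes did. The highest log2 fold change of these 5 was 0.18 (0.179, standard error 0.107, RNU4-1), and RNVU1-28 fell by 0.26 (standard error 0.093, edgeR, adjusted p = 0.0379), so a rise of all snRNAs by the fold of the called genes is argued against. A smaller rise, or one that reaches only some snRNAs, is not excluded. The summed level of all snRNA genes was 732 ± 18 CPM in si-SCR and 729 ± 59.2 in si-CyCoNP (SD, n = 3, exact permutation test, two-sided, p = 1), but RNVU1-28 makes up 48.1% of it, and without this gene the sum was 350.0 ± 9.31 against 409 ± 13.7 CPM (SD, n = 3, exact permutation test, two-sided, p = 0.1, the smallest this design allows). The summed level of snoRNA and scaRNA genes was 8247 ± 999 against 6454 ± 1210 CPM (SD, n = 3, exact permutation test, two-sided, p = 0.2), and RN7SL1 fell by 0.37 on the log2 scale with a standard error of 0.070 (edgeR, adjusted p = 0.000167). snRNA genes include near-identical copies and only uniquely mapping fragments were counted, so which copy rose is uncertain. A change of variant U1 genes after CyCoNP depletion stays open as an untested hypothesis, since reads shared between copies were not tested.

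On the first principal component si-SCR replicate 3 lay toward the si-CyCoNP libraries. If si-CyCoNP RNA had been mixed into it, the levels of 34 genes that fall at least 4-fold imply a share of 38.6%, which predicts that 15 genes that rise at least 4-fold would be raised by 157%. They were raised by 19.8%, which is 12.6% of the prediction and similar to the 26.5% and 13.8% in si-SCR replicates 1 and 2. Its CyCoNP count, 315, was also the highest. Mixing is therefore argued against, and a difference in the state of those cells was not tested.

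Interferon response genes lay lower in si-CyCoNP. If this came from a response to transfected RNA in the si-SCR libraries, the 22 list genes under the expression filter should also be lower. Their summed level was 17.5 ± 0.397 CPM in si-SCR and 13.6 ± 3.24 in si-CyCoNP (SD, n = 3), a log2 ratio of -0.36, with an exact permutation p of 0.1, two-sided, the smallest this design allows. Their summed counts were 71, 62 and 85 in si-SCR and 82, 45 and 57 in si-CyCoNP. A response to transfected RNA in the si-SCR libraries and an effect of CyCoNP depletion cannot be told apart, because the counts are few and each group received its own siRNAs.

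SAMD4B and PSMC4, both in the pull-down set and both higher, lie near each other on chromosome 19. Between them, from 39385711 to 39971164, 12 genes were tested, 6 of them higher, with a median log2 fold change of -0.01 (-0.009), 1 significantly higher and 1 lower (edgeR, adjusted p under 0.05). A change of the whole chromosome 19 region is argued against.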
